A study of Mus musculus with 4 samples. Its data were reported in "Blocking Dectin-1 prevents colorectal tumorigenesis by suppressing prostaglandin E2 production in myeloid-derived suppressor cells and enhancing IL-22 binding protein expression" (2023).

How the data were processed

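RNA was sequenced from 4 libraries of colorectal tissue of germ-free mice, 1 for each combination of genotype (wild type, WT, or Clec7a−/−, KO) and tissue (polyp or non-polyp), and each library pooled several mice. Per the paper's methods, the authors trimmed reads with Trimmomatic, aligned them to GRCm38 (mm10) with HISAT2 and assembled transcripts with StringTie in Galaxy, with no versions or annotation release stated. The values used here are the deposited TPM of reference genes (transcripts per 1e+06 transcripts), made by the authors. Per the file headers, 3 of the 4 tables also hold FPKM (fragments scaled to transcript length and library size) and a coverage signal, the mean read depth per base, for the same genes. In these 3 tables the deposited TPM column lists reference genes beside assembled loci, which alone sum to 1e+06 TPM and overlap the genes, so only reference genes were compared. The table of KO non-polyp tissue has another format: it holds the TPM of reference genes and a ratio, each TPM divided by that of Gapdh by the authors, and no FPKM or coverage. The ratio column was not used.

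Gene symbols that spreadsheet software had turned into dates were restored for 27 names in each of the 3 fuller tables from the gene identifiers, checked against the annotation. TPM was summed over entries that share a gene name, and entries without a name were left out. The reference genes summed to 860905 TPM in WT non-polyp tissue, 877159 in WT polyps, 889323 in KO non-polyp tissue and 906199 in KO polyps. Read counts are not given, and the number of aligned bases was worked out from coverage, length and FPKM where a table had them. For each of 4 comparisons the log2 ratio of TPM + 1 was taken gene by gene, with the threshold of 1 in either direction that the study's methods use. No test across samples was run, since each group has 1 library and the difference between tissues leaves no residual error.

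For 45 gene lists, 9 of genes named by the study and 36 of textbook markers and pathways, the median log2 ratio of listed members was placed among 10000 random lists of the same size. Random members were drawn from the 100 genes nearest to each member in mean log2(TPM + 1), with seed 1, and a list stood apart in the lowest or highest 2.5%. Genes are not independent of one another, so this is a description of these libraries and not a significance test. The study named the genes of its lists from these libraries, except those of the list of other named genes, which come from PCR and other assays. No textbook list shares a member with the study lists, although the neutrophil list holds Arg2, S100a9, Csf3r and Clec4e, which the study also names as markers of these cells from other assays. The mitochondrial list has no member among the reference genes and gave no value, which left 44 lists. Genes on the textbook lists overlap between cell types and many are made in the colon at rest.

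The comparisons, the threshold, the gene lists, the rule for naming genes and most alternatives were chosen before the data were examined. The rule names Clec7a, every gene of the study lists, and the 8 highest and 8 lowest log2 ratios among annotated names at 10 TPM or more in the higher library. From each textbook list that stood apart it names up to 4 members at 5 TPM or more with the largest ratio in the list's direction. The 8 leave out predicted names, mitochondrial, ribosomal protein and sex-linked genes and antigen receptor segments, and the segments are given as sums. For study genes the main comparison gives all but 1, whose result is not reported here, and the others give those that bear on it.

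The alternatives were pseudocounts of 0.1 and 5 TPM, a minimum of 5 TPM, FPKM, TPM rescaled over gene names present in all 4 tables, TPM rescaled without mitochondrial, immunoglobulin and haemoglobin genes, median-of-ratios scaling, quantile normalization, the highest entry per gene name, and list members at 1 TPM or more. Counts of protein-coding genes alone, and alternatives for the difference between tissues, were added after seeing the data. The procedure was tested on simulated data made from these tables: of 100 genes changed by 1.5 log2 units, between 96 and 98 per comparison were recovered, and of 100 changed by 3 log2 units all were. Of 200 unchanged random lists per comparison, between 6 and 12 stood apart, and all of 100 shifted lists did. The simulation gave each gene independent noise of a small fixed size, which was chosen and not estimated from these libraries. It drew both the changed genes and the lists from genes at 5 TPM or more and shifted all members of a list alike. It does not show how often changes in scarce genes are recovered, or how lists of co-expressed or scarce genes behave. The work used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.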

Results

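RNA sequencing measured gene expression in colorectal tissue of germ-free mice, which are raised without microbes. The mice had received the carcinogen azoxymethane (AOM) and 3 cycles of 1% dextran sodium sulfate (DSS), a compound that injures the colon lining, and were examined at week 36. They were wild type (WT) or lacked Clec7a (Clec7a−/−, here KO), the gene of Dectin-1, a receptor through which myeloid cells bind beta-glucans. Per the paper's methods, germ-free WT mice were purchased, and germ-free KO mice were delivered by caesarean section and nursed by germ-free WT mothers. Genotype and source of the mice therefore cannot be told apart in these libraries. Each genotype gave 1 library from polyps and 1 from neighbouring tissue without polyps, each made from RNA pooled over several mice, so that 4 groups held 1 library each. With 1 library per group there is no replicate error within a group and no p-value is given, and every difference below is one between pools. A gene is called higher or lower where the log2 ratio of TPM + 1 was above 1 or below -1. A gene list is said to stand apart, high or low, where its median log2 ratio lay in the highest or lowest 2.5% of 10000 random lists of equally abundant genes.

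Between 54700 and 54728 reference genes were listed per library. At least 1 TPM was reached by 16745 gene names in WT non-polyp tissue, 17015 in WT polyps, 16810 in KO non-polyp tissue and 17357 in KO polyps. Read counts are not given, and no counting intervals are given here. The coverage and FPKM columns imply 2.79 gigabases of aligned sequence for WT non-polyp tissue, 2.73 for WT polyps and 2.79 for KO polyps, and the depth of the KO non-polyp library is unknown. The most abundant name in every library was Gm23935, a predicted gene named here outside the rule, with 22742, 16816, 21704 and 18860.2 TPM in the order above. The 10 most abundant names took 9.001%, 6.40%, 8.96% and 8.10% of the TPM. The Y-linked gene Eif2s3y, also outside the rule, marks male tissue and stood at 54.7, 66.8, 57.9 and 65.0 TPM.

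The central question was how the KO and WT polyp libraries differed. The paper states that germ-free KO mice, unlike WT mice, developed no polyps. KO polyps here therefore names the library as labelled, and what tissue it held is not known. Clec7a (chromosome 6, 129461591 to 129472779 on the minus strand of GRCm38, 4 annotated transcripts) stood at 31.2 TPM in WT polyps and 0.102 TPM in KO polyps, a log2 ratio of -4.87. KO polyps were richer in B cell, antigen presentation and T cell genes: the B cell surface gene Ms4a1 (CD20) stood at 106 against 1.44 TPM, and Cr2, a complement receptor of B cells and follicular dendritic cells, at 125 against 1.96 TPM. They were poorer in genes of active Wnt signalling, such as the Wnt inhibitor Notum (0.625 against 418 TPM), and in Paneth cell defensins, such as Defa24, listed at 0 in KO polyps against 487 TPM. Genes of mature absorptive colonocytes were higher, among them the chloride exchanger Slc26a3 (545 against 7.12 TPM). Of 54621 gene names, 2763 were higher and 2343 lower in KO polyps, and 934 and 680 of these passed a log2 ratio of 2 in size.

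All 14 B cell genes were higher in KO polyps, with a median log2 ratio of 4.49, including Fcer2a (5.22) and the antigen receptor gene Cd79a (4.95). Plasma cell genes stood apart high (10 of 13 higher, 2 lower, median 4.37), among them Jchain, which joins secreted antibodies (396 against 13.4 TPM). Immunoglobulin segments together gave 21767 TPM in KO polyps and 617 TPM in WT polyps. T cell receptor segments gave 263 and 56.7 TPM. All 9 genes of MHC class II presentation were higher (median 2.55), led by H2-Ob (4.78) and the class II transactivator Ciita (3.93). Of 10 genes of lymphoid follicle stroma, 7 were higher and 0 lower (median 2.67); Cxcl13, which draws B cells into follicles, stood at 271 against 14.8 TPM, and Glycam1, of the vessels through which lymphocytes enter, at 46.9 against 2.82 TPM. Dendritic cell genes (10 of 13 higher, median 2.02) and T cell genes (11 of 18 higher, median 1.62) stood apart high with none lower; Flt3 and Cd2 had log2 ratios of 3.19 and 3.35. Genes of NK and cytotoxic cells also did (5 of 13 higher, median 0.59), but not with FPKM, with a pseudocount of 5 TPM or with median-of-ratios scaling.

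The study names the genes of 8 of its 9 lists from these libraries, so they are not independent evidence of their direction; the ninth, of other named genes, comes from PCR and other assays. All 5 of its T cell genes were higher (median 2.80), for example Cd3e at 10.5 against 0.649 TPM and the homing receptor Ccr6 at 16.6 against 0.264 TPM; Cd69, Cd28 and Ccr9 had log2 ratios of 3.79, 1.84 and 1.79. Of 5 Th1 genes 4 were higher (median 1.71): Cd4 by 1.71, Tbx21 by 1.64, Il12a by 2.41 and Cxcr3 by 2.05 log2 units. Ifng, the exception, stayed at 0.377 and 0.0921 TPM. All 5 dendritic cell genes were higher (median 1.78), with the class II gene H2-Ab1 at 1963 against 394 TPM and log2 ratios of 2.65 for Ccr7, 1.78 for Cd86, 1.28 for Itgax and 1.17 for Cd80. With a pseudocount of 5 TPM, Cd28, Ccr9, Tbx21, Cxcr3 and Cd80 did not pass the threshold, and with FPKM Cd80 did not; with a pseudocount of 0.1 TPM Ifng passed it. Cxcr5, a chemokine receptor that leads lymphocytes into follicles, stood at 63.7 against 1.34 TPM. Il22ra2, which encodes the soluble inhibitor of IL-22, stood at 57.0 against 0.425 TPM. Il18 stood at 218 and 110.1 TPM and Il22 at 0.15 and 0.215 TPM, neither past the threshold (list median 0.98, apart except with a pseudocount of 0.1 TPM), but Il18 passed it with median-of-ratios scaling and quantile normalization. The retinoic acid synthesis genes Adh1 (1645 against 107 TPM) and Aldh1a1 (50.5 against 8.36 TPM) were both higher (median 3.19).

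Inflammatory genes ran the other way. Of 9 cytokines and chemokines named by the study, 5 were lower and none higher (median -1.31): Il1b stood at 9.14 against 68.1 TPM, Il23a at 1.21 against 20.5 TPM and the neutrophil attractant Cxcl2 at 0.176 against 33.0 TPM. Il17a and Ccl1 were below 1 TPM in every library and did not pass the threshold, and Tnf and Csf2 did not pass it either (log2 ratios -0.69 and -0.75), whereas Ccl2 (-1.43) and Il6 (-1.31) did. With a pseudocount of 0.1 TPM, Il17a, Ccl1 and Csf2 passed it as lower, and with FPKM or a pseudocount of 5 TPM, Il6 and Pla2g2e did not. Among 6 genes of prostaglandin E2 synthesis, 3 were lower (median -1.13): Ptgs2, which encodes cyclooxygenase-2, stood at 1.74 against 26.7 TPM, Pla2g2a, a secreted phospholipase that the annotation calls a polymorphic pseudogene, at 1.51 against 553 TPM, and Pla2g2e had a log2 ratio of -1.51. Ptgs1, Ptges2 and Ptges3 did not pass it, with -0.46, -0.21 and -0.75. Ccnd1 (cyclin D1), Myc and Lgals9 were lower, with log2 ratios of -2.05, -1.35 and -1.47, while Foxp3 of regulatory T cells stood at 1.18 and 1.06 TPM (list median -1.47, Clec7a included). By PCR in germ-free mice, the paper reports lower Ccnd1 and similar Foxp3 in KO mice. It describes Lgals9 as similar between the genotypes in polyps and non-polyp tissue, unlike the ratio here. Neutrophil and PMN-MDSC genes, from a textbook list that shares S100a9, Arg2, Csf3r and Clec4e with genes the study names, were 11 of 19 lower and 1 higher (median -1.30); S100a9 stood at 2.07 against 101 TPM. Genes of monocytes and M-MDSC (4 of 14 lower, 2 higher, median -0.58) included Arg1 at 1.67 against 61.3 TPM, but did not stand apart with a pseudocount of 5 TPM.

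Mast cell genes stood apart low (8 of 12 lower, 1 higher, median -1.63), such as the protease Mcpt1 at 0.81 against 61.6 TPM. So did the IL-17 and antimicrobial response (10 of 20 lower, 4 higher, median -1.12), with Saa3 at 0.0461 against 85.4 TPM, and the interferon response (8 of 20 lower, median -0.72), with Isg15 at 7.75 against 48.3 TPM. Macrophage genes stood apart high (median 0.52), with 4 of 15 higher, among them Folr2 (2.27) and Mertk (1.95), and 1 lower. Erythroid genes also stood apart low (5 of 7 lower, 1 higher, median -1.94), with Hbb-bs at 32.7 against 209.8 TPM. The median was the value of Alas2, which is not a haemoglobin gene (0.706 against 5.53 TPM). Without haemoglobin genes the few members left, Alas2 among them, had a median of 0.0752. The remaining genes of arachidonic acid metabolism did not stand apart (median 0.22), and those of retinoic acid synthesis stood apart low (5 of 17 lower, 2 higher, median -0.51), Aldh1a3 at 3.13 against 112 TPM, though not under either other pseudocount or among members at 1 TPM or more.

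In the epithelium, 19 of 21 Wnt targets and crypt stem cell genes were lower in KO polyps and none higher (median -2.92): the Wnt feedback inhibitors Apcdd1 and Nkd1 stood at 1.20 against 451 TPM and 3.49 against 334 TPM, and the matrix protease Mmp7 at 1.68 against 523 TPM. Proliferation genes were 14 of 22 lower (median -1.05), with Rrm2 at -1.88 and Top2a at -1.46. Of 10 Paneth cell genes 9 were lower (median -5.15); Defa30, Defa22 and Defa21 were listed at 0 in KO polyps and at 176, 144 and 91.1 TPM in WT polyps, although reads of these near-identical paralogs are hard to assign. Genes of squamous epithelium were also lower (9 of 17, median -2.51), Krt15 at 4.43 against 383 TPM. Colonocyte genes were 15 of 22 higher and 2 lower (median 1.98), with the water channel Aqp8 and the carbonic anhydrase Car4 at 506 against 7.08 TPM and 811 against 14.2 TPM. Enteroendocrine (8 of 14 higher, 1 lower, median 1.25), goblet (6 of 14 higher, 3 lower, median 0.64) and tuft cell genes (4 of 11 higher, 1 lower, median 0.66) stood apart high, for example Insl5 at 4.05, Zg16 at 3.20 and Dclk1 at 2.51. The tuft cell list did not stand apart with a pseudocount of 5 TPM or among members at 1 TPM or more. Pan-epithelial genes did not stand apart (median -0.07).

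Markers of the muscle wall moved with these groups: smooth muscle genes were 11 of 17 higher in KO polyps (median 1.59), desmin (Des) at 125 against 13.3 TPM, and genes of enteric neurons and glia stood apart high (3 of 19 higher, median 0.35), though not among members at 1 TPM or more. The median of fibroblast and matrix genes stood apart low (-0.60), although 4 of 20 were higher and 4 lower; among the lower were Timp1 at 5.53 against 33.5 TPM and Col1a1 at 52.3 against 184 TPM. Endothelial (median 0.07), adipocyte (0.09), exocrine pancreas (0.00), immediate early (-0.22), histone and other non-polyadenylated (0.08), housekeeping (-0.21) and sex-linked genes (0.07) did not stand apart, and mitochondrial transcripts are not among the reference genes. Under the naming rule, the 8 highest log2 ratios belonged to Slc26a3, the glucuronosyltransferase Ugt1a7c (6.01), Aqp8, Car4, the sugar phosphate exchanger Slc37a2 (5.48), Ms4a1, Cr2 and Mir142, a microRNA gene listed at 79.7 TPM in KO polyps and at 0 in the other 3 libraries. The 8 lowest belonged to Defa24, Defa30, Notum, Pla2g2a, Apcdd1, Mmp7, the metallothionein Mt4 (0.549 against 984 TPM) and the proteoglycan gene Spock2 (2.75 against 680.4 TPM). On GRCm38 Notum lies on chromosome 11 from 120653788 to 120661175, Slc26a3 on chromosome 12 from 31390871 to 31473917, Ms4a1 on chromosome 19 from 11249675 to 11266241 and Cr2 on chromosome 1 from 195136811 to 195176716. A pseudocount of 5 TPM lowered the count of genes past the threshold from 5106 to 2581.

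**Figure D1:**
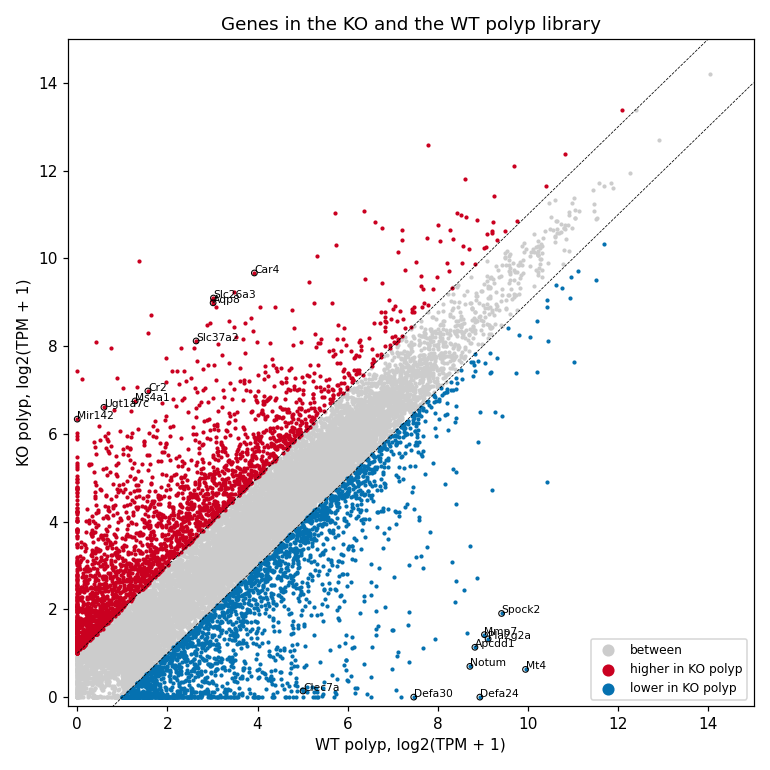
Each point is 1 gene, with log2(TPM + 1) in WT polyps on the x axis and in KO polyps on the y axis; dashed lines mark log2 ratios of 1 and -1, red and blue points lie beyond them, and the genes named by size are labelled. The plot shows 1 library per axis, with Mt4, Notum and the defensins low in KO polyps and Slc26a3, Ms4a1 and Cr2 high.

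**Figure D2:**
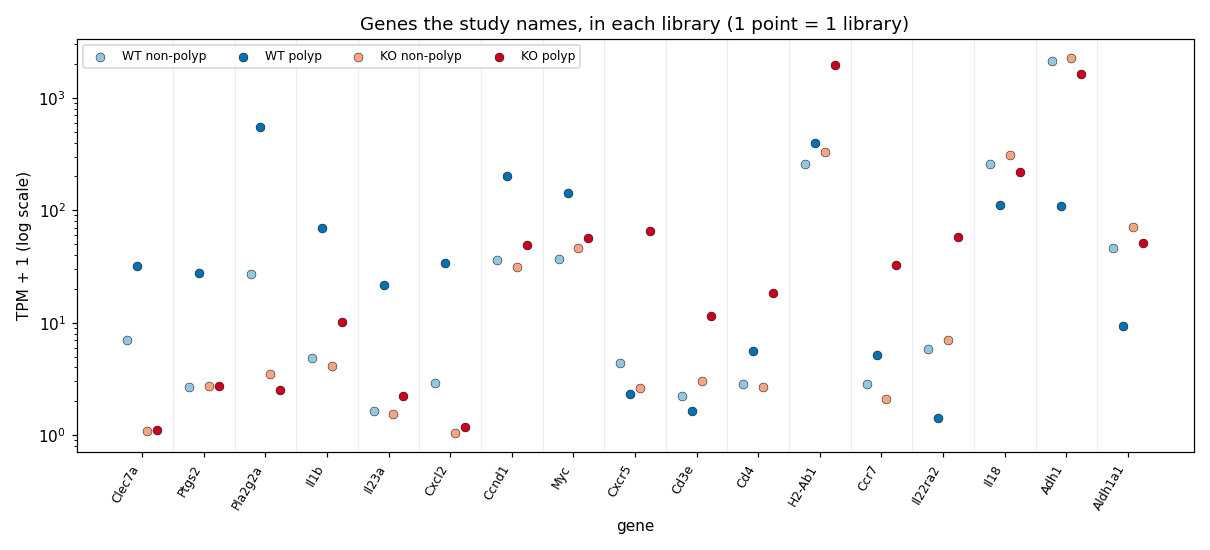
Each point is the TPM + 1 of 1 gene in 1 library, on a log scale, for 17 genes the study names. Ptgs2, Il1b and Il23a stand out in WT polyps, and Cxcr5 and Il22ra2 in KO polyps.

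The same genotypes were compared in tissue without polyps. Clec7a stood at 5.97 TPM in WT and 0.0766 TPM in KO tissue (log2 ratio -2.69). Paneth-type genes were lower in KO tissue: Ang4, an antimicrobial ribonuclease, stood at 7.43 against 272 TPM, the lysozyme gene Lyz1 at 8.79 against 101 TPM and Defa24 at 0 against 37.5 TPM. Retnlb, a goblet cell product active against bacteria, stood at 0.848 against 29.7 TPM. Fat tissue genes were lower as well, with the adipokines Cfd at 1.81 against 89.6 TPM and Adipoq at 0.0266 against 11.1 TPM. Of 54595 gene names, 415 were higher and 347 lower in KO tissue, 60 and 44 of them past a log2 ratio of 2 in size.

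Of 10 Paneth cell genes 8 were lower (median -2.14). Adipocyte genes (5 of 12 lower, median -0.92) and erythroid genes (5 of 7 lower, median -1.15, Hbb-bs at 35.5 against 151 TPM) also stood apart low. Without haemoglobin genes the erythroid median was 0.0488, although Alas2, one of the few members left, stood at 0.963 against 3.07 TPM. Wnt targets and crypt stem cell genes stood apart low by a median of -0.12, with 6 of 21 lower, such as Notum at 0.0555 against 8.83 TPM. Interferon response genes had 4 of 20 lower (median -0.28), Ifit1 at 2.10 against 7.41 TPM, though Ifit1 did not pass the threshold with a pseudocount of 5 TPM. Plasma cell genes were the clearest group on the higher side (6 of 13, median 0.98): Jchain stood at 369 against 110.2 TPM, and immunoglobulin segments summed to 13748 against 5881 TPM. MHC class II genes (median 0.26) and colonocyte genes (median 0.22, Slc37a2 at 467 against 192 TPM) stood apart high by small amounts. Small shifts to the low side, with at most 2 members past the threshold each, placed 10 more lists apart: B cells (-0.35), tuft cells (-0.47), goblet cells (-0.23), fibroblasts (-0.19), mast cells (-0.17), macrophages (-0.17), endothelium (-0.15), squamous epithelium (-0.12), smooth muscle (-0.06) and the study's T cell genes (-0.43). Of the lists apart in this comparison, Wnt targets, squamous epithelium and smooth muscle did not stand apart with a pseudocount of 0.1 TPM, smooth muscle and MHC class II genes with quantile normalization, and the study's T cell genes with a pseudocount of 5 TPM or without immunoglobulin and haemoglobin genes. The other 26 lists did not stand apart, those of the study's inflammatory (median -0.08) and prostaglandin genes (-0.10) among them; Ptgs2 stood at 1.75 and 1.67 TPM.

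Under the naming rule, the 8 highest log2 ratios belonged to the sialidase gene Neu4 (3.68), the microRNA gene Mir101a, listed at 10.6 TPM in KO and 0 in WT tissue, Sarnp (2.84), Lpp (2.69), Clec2j (2.43), Thrb (2.32), Gas7 (2.25) and Apol10a (2.19). BC064078, which the rule leaves out for its accession-type name, had 4.68. The 8 lowest were Defa24, Ang4, Cfd, Adipoq, Retnlb, the muscle and fat carbonic anhydrase Car3 (-4.26), Mt4 (-4.23) and Mmp7 (-3.66). The KO non-polyp table differs in format from the other 3 and has no FPKM. The total of 762 genes was 172 with a pseudocount of 5 TPM, 338 at 5 TPM or more, 1402 with a pseudocount of 0.1 TPM and a minimum of 1 TPM, and 327 among protein-coding genes, where 139 were higher and 188 lower.

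The polyp and non-polyp libraries of WT mice show what set polyps apart where Dectin-1 was present. Wnt targets were higher in polyps, with Notum at 418 against 8.83 TPM and the Wnt inhibitor Wif1 at 418 against 5.95 TPM, while colonocyte genes such as Car4 (14.2 against 875 TPM) were lower. Inflammation genes were higher: Il1b stood at 68.1 against 3.85 TPM, Ptgs2 at 26.7 against 1.67 TPM and the interleukin-33 receptor gene Il1rl1 at 126 against 0.414 TPM. Clec7a itself was higher in polyps (log2 ratio 2.21). Smooth muscle genes were lower, Des at 13.3 against 695 TPM. Of 54621 gene names, 2822 were higher and 2004 lower in polyps, and 719 and 622 passed a log2 ratio of 2 in size.

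Of 21 Wnt targets and crypt stem cell genes 18 were higher (median 3.20), as were 16 of 22 proliferation genes (median 1.05, Rrm2 at 2.04), 8 of 10 Paneth cell genes (median 3.55, Defa21 at 91.1 against 0.834 TPM) and 10 of 17 squamous genes (median 2.49, Krt4 at 5.39). Colonocyte (16 of 22 lower, 1 higher, median -2.52), goblet (10 of 14 lower, 1 higher, median -1.66) and enteroendocrine genes (10 of 14 lower, 1 higher, median -1.79) stood apart low, with Clca1 at -4.38 and Gcg at -4.07; tuft cell genes did so by -0.54 (3 lower, 1 higher), but not with a pseudocount of 5 TPM. Neutrophil and PMN-MDSC genes were 12 of 19 higher and 2 lower (median 2.003, S100a8 at 53.5 against 1.82 TPM), IL-17 and antimicrobial genes 13 of 20 higher and 3 lower (median 1.62, Cxcl5 at 5.43), mast cell genes 7 of 12 higher and 1 lower (median 1.36) and interferon genes 11 of 20 higher (median 1.01). Among the study's lists, inflammatory (7 of 9 higher, median 2.39) and prostaglandin genes (3 of 6 higher, median 1.02) and its other named genes (median 1.97) stood apart high, and the IL-22 axis (-1.20) and retinoic acid synthesis (-3.30) low, the former not with a pseudocount of 0.1 TPM. The medians of fibroblast genes (0.61, 6 higher and 5 lower), macrophage genes (0.65, 2 higher and 4 lower) and T cell genes (0.38, 4 higher) stood apart high, the last not under 5 of 9 alternatives. B cell genes (-0.44, 2 of 14 lower) and plasma cell genes (7 of 13 lower, 2 higher, median -1.26) stood apart low, and immunoglobulin segments summed to 617 against 5881 TPM. Without immunoglobulin and haemoglobin genes the plasma cell median was -0.20 and the list did not stand apart. The other 19 lists did not stand apart, MHC class II (0.36) and lymphoid follicle stroma (0.00) among them.

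Genes of the muscle wall were lower in WT polyps: 15 of 17 smooth muscle genes (median -3.00) and 15 of 19 genes of enteric neurons and glia (median -1.57, Vip at 0.258 against 26.6 TPM) were lower, as were 9 of 12 adipocyte genes (median -1.58). Under the naming rule, the 8 highest log2 ratios belonged to Il1rl1 (6.49), Saa3 (6.37), Krt15 (6.02), the matrix protease Mmp10 (5.98), Wif1 (5.91), lactotransferrin Ltf (5.89), Tesc (5.86) and Krt36 (5.82). The 8 lowest were Cfd, listed at 0 in polyps, the pentraxin Mptx1 (-6.42), Ugt1a7c (-6.33), Car4 (-5.85), Slc26a3 (-5.75), Des (-5.60), Aqp8 (-5.50) and the oxidase Hao2 (-5.34). The median log2 ratio of all genes at 1 TPM or more in both libraries was 0.20, and median-of-ratios scaling, which moved that median by -0.19, gave 2173 higher and 2415 lower. The total of 4826 fell to 2420 with a pseudocount of 5 TPM.

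In KO mice the polyp library was richer than non-polyp tissue in B cell and other lymphoid genes and poorer in smooth muscle and neuronal genes. Fcer2a, the low-affinity IgE receptor of B cells, stood at 144 against 3.37 TPM, Cr2 at 125 against 3.00 TPM and Tnfrsf13c, the receptor for the B cell survival factor BAFF, at 111 against 3.10 TPM. Wnt targets and crypt stem cell genes did not stand apart (median -0.01, 5 higher and 3 lower of 21): Notum stood at 0.625 and 0.0555 TPM and Apcdd1 at 1.20 and 1.21 TPM. Clec7a was near 0 in both libraries (0.102 and 0.0766 TPM). Of 54595 gene names, 1798 were higher and 540 lower in polyps, and 602 and 57 passed a log2 ratio of 2 in size.

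All 14 B cell genes were higher (median 4.45), as were all 9 MHC class II genes (median 2.69, Ciita at 3.72), 14 of 18 T cell genes (median 2.16, Lck at 27.1 against 3.30 TPM), 11 of 13 dendritic cell genes (median 2.04) and 7 of 10 genes of lymphoid follicle stroma (median 2.51, the cytokine gene Ltb at 185 against 8.22 TPM). The study's own T cell (median 1.93), Th1 (1.83) and dendritic cell genes (2.58) went with them. NK and cytotoxic (0.73), macrophage (0.60, C1qa at 1.65), plasma cell (0.56), neutrophil (0.38), interferon (0.40) and tuft cell genes (0.45) stood apart high by smaller medians, and so did the study's inflammatory (0.39) and other named genes (0.48). Of these, tuft cells did not stand apart under 4 alternatives, the study's other named genes under 2 and its inflammatory genes among members at 1 TPM or more. Tnf stood at 10.1 against 1.65 TPM and Il1b, which did not pass the threshold with a pseudocount of 5 TPM, at 9.14 against 3.12 TPM, while Ptgs2 was at 1.74 and 1.75 TPM and prostaglandin genes did not stand apart (median -0.12). Il22ra2 was higher, at 57.0 against 5.98 TPM. Smooth muscle genes were 13 of 17 lower (median -1.43, Des at 125 against 561 TPM) and those of enteric neurons and glia 11 of 19 lower (median -1.19). Enteroendocrine (-0.65), goblet (-0.57), colonocyte (-0.35), adipocyte (-0.17) and proliferation genes (-0.15) stood apart low with at most 2 members each past the threshold, adipocytes not among members at 1 TPM or more. The other 20 lists, with Paneth (median 0.00) and squamous genes (0.08) among them, did not stand apart.

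Under the naming rule, the 8 highest log2 ratios were those of Mir142, listed at 0 in non-polyp tissue, Fcer2a, Cr2, the interferon-inducible Mndal (4.95), Tnfrsf13c, the vitamin A receptor Stra6 (4.70), the IgM receptor Fcmr (4.67) and Cd79b (4.66). The 8 lowest were those of Mir101a (-3.46), Thrb (-3.16), the neuronal calcium binder Calb2 (-3.11), Lpp (-3.04), Hoxb5os (-2.91), Mir192 (-2.91), the growth factor Ptn (-2.63) and Sarnp (-2.60). Values of microRNA genes come from reads over very short loci, some of them within longer transcripts, and are uncertain. The total of 2338 was 1472 at 5 TPM or more, 1542 among protein-coding genes and 965 (839 higher, 126 lower) with a pseudocount of 5 TPM.

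**Figure D3:**
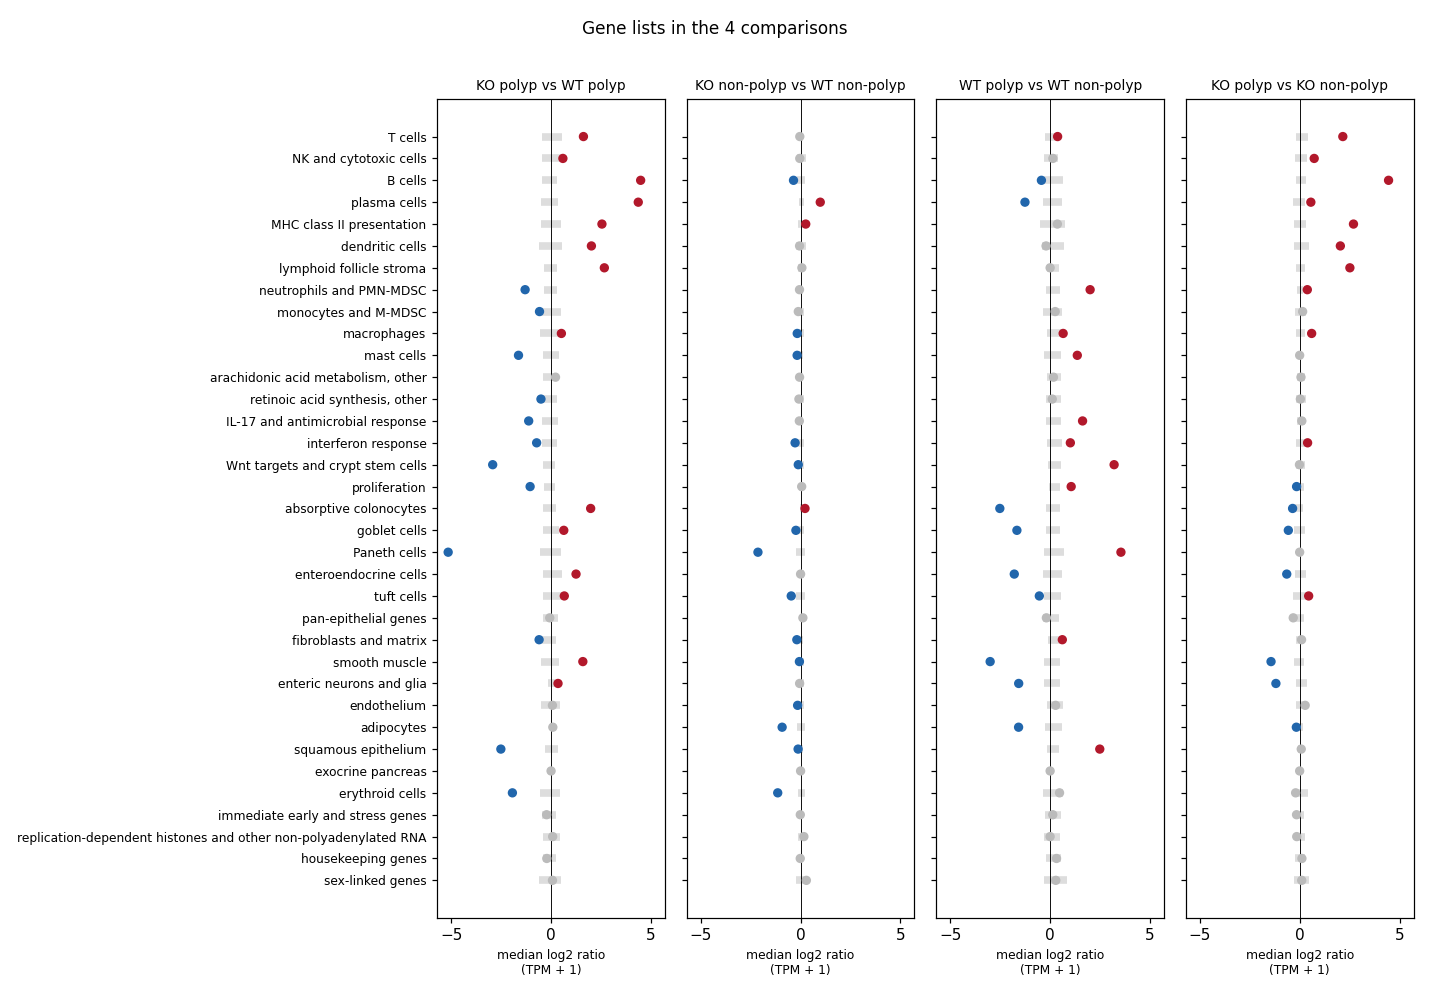
Each point is the median log2 ratio (TPM + 1) of a textbook gene list in 1 of the 4 comparisons, red where it stood apart high, blue low and grey neither; grey bars span the middle 95% of the random lists. B cell genes sit at 4.49 between polyps and at -0.35 between non-polyp tissues, and Wnt targets at 3.20 in WT and -0.01 in KO mice.

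Whether the genotype mattered more in polyps than beside them was described by the difference of the 2 log2 ratios, which has no test here. It was above 1 for 2852 genes and below -1 for 2646. The B cell list moved by 4.49 between polyps and -0.35 between non-polyp tissues, a difference of 4.84, Wnt targets by -2.92 and -0.12 (-2.81), MHC class II genes by 2.55 and 0.26 (2.29) and Paneth cell genes by -5.15 and -2.14 (-3.02). In the same direction in both tissues, 148 genes were higher and 123 lower in KO mice, Clec7a among the latter, while 57 genes were higher in KO polyps and lower in KO non-polyp tissue and 39 the reverse. With a pseudocount of 5 TPM the total of 5498 fell to 2593, and at 5 TPM or more to 3614.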

Values the study reported

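The study reports that germ-free mice needed 36 weeks to form clear tumours, against 16 weeks for mice kept under specific-pathogen-free conditions. Its methods call a gene up- or downregulated where the log2 fold change of log2(TPM + 1) values passes 1 in size.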

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

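Of the tests in this part, that of follicle-associated epithelium was set before its result was seen, and the tests of scaling, of the B cell list in non-polyp tissue, of genes high in WT polyps, of swapped labels, of colonocytes and of the polyp share and the Ang4 level were chosen after the results they bear on were seen. None of the differences between tissues or genotypes below was tested, since each group has 1 library.

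B cell and follicle genes stood far higher in KO polyps than in the other 3 libraries: the B cell list moved by 4.49 with genotype in polyps and -0.35 in non-polyp tissue (difference 4.84), and by -0.44 with tissue in WT and 4.45 in KO mice (difference -4.89). Scaling is argued against, because genes at 1 TPM or more in both KO libraries had a median log2 ratio of 0.0238. The B cell list was not higher in KO than in WT non-polyp tissue (median -0.35). With 1 library of each genotype and unknown follicle content, this cannot tell whether losing Dectin-1 affects the list in colon tissue generally. An effect confined to polyps is open too. Plasma cell genes, unlike the B cell list, were higher in KO non-polyp tissue (median 0.98, 6 of 13 higher). Immunoglobulin segments were higher there too, at 13748 against 5881 TPM. A candidate explanation is that a lymphoid follicle was part of the tissue taken: 11 genes of follicle-associated epithelium, of which 8 reach 1 TPM in WT non-polyp tissue, had a median of 1.03 between the KO libraries, and 6 were higher, with Gp2 at 27.3 against 1.93 TPM. That median is 0.85 without Clu, at 1349 TPM in KO polyps and also made by follicular dendritic cells. Between KO and WT polyps the list's median was 0.28 (5 higher, 2 lower), and 0.14 without Clu. The list stood apart high in both comparisons, but only just against WT polyps, where random lists reached 0.27. Whether it stands apart there without Clu was not worked out, and the explanation stays a hypothesis. By flow cytometry, the paper reports more T cells, B cells and dendritic cells in polyps of ApcMin/+ mice that lack Clec7a. That is another tumour model, and the result does not rest on the tissue taken here.

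Wnt target and crypt stem cell genes stood high in WT polyps and not in KO polyps, with medians of 3.20 in WT and -0.01 in KO mice. Whether the KO tissue labels were swapped cannot be told from the 182 genes over 8-fold higher in WT polyps. Their median was -0.43 (interquartile range -0.95 to -0.08) between KO and WT non-polyp tissue. They differed little between the KO libraries, as given next, so either labelling could give a low value. A candidate explanation is that the KO polyp library held little adenoma tissue: the same 182 genes, with a median of 4.06 in WT mice, had one of 0.17 (interquartile range -0.09 to 0.82) between KO polyps and KO non-polyp tissue, and 37 passed a log2 ratio of 1. These genes include Wnt targets such as Notum and Apcdd1, so the value is not independent of the pattern it bears on. A lower activity of these genes within polyp cells that lack Dectin-1 cannot be told apart from that, since the colonocyte list moved by -0.35 in KO mice and genotype and tissue make-up are confounded in the single KO polyp library. The study's text says that polyps formed in germ-free WT but not in germ-free KO mice, so what the KO polyp tissue was is not known here.

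Paneth-type and polyp genes were lower in KO than in WT non-polyp tissue. Polyp RNA as the source of the Ang4 and Retnlb in WT non-polyp tissue is argued against, since these genes stood there at 121% and 295% of their WT polyp level. For other genes, whether polyp RNA was mixed in at 1 share cannot be told: of 25 genes at 50 TPM or more in WT polyps and under 1 TPM in both KO libraries, 60% lay within 2-fold of the median share of 2.12%, with a range from 0.0523% to 11.9%. A small share of altered epithelium without inflamed stroma is also open. For this, the KO non-polyp level was first subtracted from both the WT non-polyp and the WT polyp level. Members at 5 TPM or more in WT polyps and well above KO non-polyp tissue were used. The median share was then 2.07% for Wnt target and Paneth genes (23 genes, interquartile range 0.892% to 2.98%). For neutrophil and inflammation genes it was 0.940% (14 genes, interquartile range 0.383% to 4.10%). An effect of genotype on Paneth-type cells remains untested.

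Other lists moved in opposite directions in the 2 settings of a contrast. With genotype, the values in polyps and in non-polyp tissue were 2.80 and -0.43 for the study's T cell genes (difference 3.23), 0.52 and -0.17 for macrophages (0.69), 0.64 and -0.23 for goblet cells (0.87), 0.66 and -0.47 for tuft cells (1.13), and 1.59 and -0.06 for smooth muscle (1.65). With tissue, the values in WT and in KO mice were -1.26 and 0.56 for plasma cells (-1.82), 1.05 and -0.15 for proliferation (1.21), and -0.54 and 0.45 for tuft cells (-0.99). Without immunoglobulin and haemoglobin genes the plasma cell value in WT mice was -0.20 and did not stand apart. Tuft cells, and in non-polyp tissue smooth muscle and the study's T cell genes, also did not stand apart under some alternatives.

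Among the genes the naming rule picks, some passed the threshold in opposite directions. With tissue, in WT less in KO mice, the differences in log2 ratio were -6.07 for Cr2, -5.81 for Ms4a1, -5.08 for Il22ra2, -4.83 for Ccr6, -4.65 for Cd69, -4.52 for Cxcl13, -4.20 for Ccl20 and -3.64 for Mzb1, each lower in WT and higher in KO polyps. On the other side were Nkd1 with 5.17, Ptn with 5.84 and Sarnp with 5.82, higher in WT and lower in KO polyps. With genotype, in polyps less in non-polyp tissue, they were 4.83 for Ccr6, 5.81 for Mndal, -3.64 for Mir192 and -5.82 for Sarnp. With a pseudocount of 5 TPM, Cr2, Ms4a1, Cd69, Ccr6, Il22ra2, Ccl20 and Mzb1 did not pass the threshold in WT mice, nor Nkd1 in KO mice, nor Ccr6 and Mir192 in non-polyp tissue. With FPKM, Cr2, Ms4a1, Cd69 and Ccr6 did not pass it in WT mice. Cxcl13, Ptn, Sarnp and Mndal passed it in both settings under every alternative that could be run.

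Assembled loci without an annotated gene, which the comparisons did not use, reached 20 TPM at 48 places in WT polyps and 38 in KO polyps, and 8 and 3 of these stood over 8-fold above WT non-polyp tissue. In KO polyps they lay on chromosome 2 from 157528581 to 157528811 with 128 TPM, chromosome 13 from 100590013 to 100590310 with 43.0 TPM and chromosome 5 from 123725164 to 123725506 with 20.02 TPM. In WT polyps they lay on chromosome 8 from 88479824 to 88487836 with 66.5 TPM (2.83 in WT non-polyp tissue), chromosome 5 from 64426330 to 64427778 with 44.7 and 44.4 TPM for a pair of loci, and chromosome 6 from 129028336 to 129029524 with 25.99 TPM. The others in WT polyps lay on chromosome 4 from 129402572 to 129410680 with 24.5 TPM (1.60 in WT non-polyp tissue), chromosome 8 from 109944811 to 109947343 with 24.2 TPM, chromosome 9 from 3951296 to 4004880 with 24.1 TPM and chromosome 10 from 94229461 to 94235232 with 21.8 TPM. No explanation of these loci was tested.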

How the results depend on the processing

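The alternatives with protein-coding genes and those for the difference between tissues were chosen after seeing the data. Among the lists, 36 of 44 kept their standing under every alternative between polyps, 30 between non-polyp tissues, 38 in WT and 37 in KO mice. Direction was checked only for lists that stood apart. Named genes past the threshold had no reversal under any alternative. Of all named genes, 126 of 145 between polyps, 98 of 115 between non-polyp tissues, 101 of 125 in WT and 101 of 119 in KO mice kept their side of the threshold throughout. FPKM could not be used for the comparisons with KO non-polyp tissue or the difference between tissues, because that table has none. No paired analysis was run, since each group has 1 library of pooled mice, and no count can be had without a library.

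A pseudocount of 5 TPM lowered the number of genes past the threshold to 2581 between polyps, 172 between non-polyp tissues, 2420 in WT and 965 in KO mice, and to 2593 for the difference between tissues; by construction it damps genes at low TPM. A pseudocount of 0.1 TPM with a minimum of 1 TPM raised the count between non-polyp tissues to 1402. A minimum of 5 TPM, which tests fewer genes, gave 338 between non-polyp tissues, 1472 in KO mice and 3614 for the difference. Protein-coding genes alone numbered 327 between non-polyp tissues and 1542 in KO mice. Counts under the other alternatives stayed within 1.5 times. The split of counts moved by over 10 percentage points or changed sides between non-polyp tissues without mitochondrial, immunoglobulin and haemoglobin genes (372 higher, 384 lower) and among protein-coding genes (139 and 188), in WT mice with median-of-ratios scaling (2173 higher, 2415 lower) and quantile normalization (2233 and 2391), and in KO mice with quantile normalization (1470 and 770) and a pseudocount of 5 TPM (839 and 126). Median-of-ratios scaling moved the median of all genes by 0.10 between polyps and -0.19 in WT mice, and quantile normalization by -0.18 in WT and -0.16 in KO mice.

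The erythroid list reversed without haemoglobin genes, to 0.0752 between polyps and 0.0488 between non-polyp tissues, because the alternative removes those members. With a pseudocount of 5 TPM, for KO against WT polyps NK cells (0.15), monocytes (-0.29), other retinoic acid synthesis (-0.22) and tuft cells (0.22), and for KO against WT non-polyp tissue study T cell genes (-0.11), and for WT polyps against non-polyp tissue tuft cells (-0.13), and for KO polyps against non-polyp tissue tuft cells (0.16) no longer stood apart. In the same setting, for KO against WT non-polyp tissue study other named genes (-0.19), other retinoic acid synthesis (-0.071) and sex-linked genes (0.22), and for WT polyps against non-polyp tissue study DC genes (0.60) newly stood apart. With a pseudocount of 0.1 TPM, for KO against WT polyps study IL-22 axis genes (0.99) and other retinoic acid synthesis (-0.54), and for KO against WT non-polyp tissue Wnt targets (-0.12), smooth muscle (-0.0597) and squamous (-0.21), and for WT polyps against non-polyp tissue study IL-22 axis genes (-1.21) and T cells (0.58), and for KO polyps against non-polyp tissue study other named genes (0.49) and tuft cells (0.75) no longer stood apart. In the same setting, for KO against WT non-polyp tissue study B cell genes (-0.67), neutrophils (-0.26) and histones (0.26), and for WT polyps against non-polyp tissue study T cell genes (-1.79) and study DC genes (1.22), and for KO polyps against non-polyp tissue study IL-22 axis genes (1.32) and squamous (0.30) newly stood apart. With members at 1 TPM or more alone, for KO against WT polyps other retinoic acid synthesis (-0.53), tuft cells (0.76) and enteric neurons (0.69), and for WT polyps against non-polyp tissue T cells (0.62), and for KO polyps against non-polyp tissue study inflammatory genes (1.20), study other named genes (0.49), tuft cells (0.55) and adipocytes (-0.35) no longer stood apart. In the same setting, for KO against WT non-polyp tissue study other named genes (-0.23), T cells (-0.31), neutrophils (-0.47), histones (0.21) and sex-linked genes (0.34) newly stood apart. With mitochondrial, immunoglobulin and haemoglobin genes left out, for KO against WT non-polyp tissue study T cell genes (-0.49), and for WT polyps against non-polyp tissue T cells (0.39) and plasma cells (-0.20) no longer stood apart. In the same setting, for KO against WT polyps adipocytes (0.0992), and for KO against WT non-polyp tissue monocytes (-0.15), histones (0.15) and sex-linked genes (0.26), and for KO polyps against non-polyp tissue squamous (0.0897) newly stood apart. With median-of-ratios scaling, for KO against WT polyps NK cells (0.60), and for WT polyps against non-polyp tissue T cells (0.25) no longer stood apart. In the same setting, for KO against WT non-polyp tissue histones (0.15) newly stood apart. With quantile normalization, for KO against WT non-polyp tissue MHC class II (0.15) and smooth muscle (-0.0893), and for WT polyps against non-polyp tissue T cells (0.24), and for KO polyps against non-polyp tissue tuft cells (0.31) no longer stood apart. In the same setting, for KO against WT polyps adipocytes (0.0771), and for KO against WT non-polyp tissue histones (0.15), and for KO polyps against non-polyp tissue pan-epithelial genes (-0.32) and squamous (0.0382) newly stood apart. With FPKM, for KO against WT polyps NK cells (0.30) no longer stood apart. With rescaling over shared gene names, for KO against WT polyps adipocytes (0.097), and for KO against WT non-polyp tissue histones (0.14), and for KO polyps against non-polyp tissue squamous (0.0868) newly stood apart. Apart from the erythroid list, the cause of these changes was not tested.

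Read counts are not given, and how far depth limits values near 0 was not worked out. Genes under 1 TPM in both libraries, such as Il17a and Ifng, cannot pass a log2 ratio of 1 with a pseudocount of 1 TPM, whatever their fold.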

Other observations

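Of the tests in this part, that of the table format was set before its result was seen, and the test of linked DNA and the comparisons outside the design were chosen after.

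Between libraries that differ in both genotype and tissue, 2456 genes passed the threshold from WT non-polyp tissue to KO polyps (1852 higher, 604 lower) and 5137 from KO non-polyp tissue to WT polyps (2876 higher, 2261 lower). By number of genes, KO polyps thus lay nearer to both non-polyp libraries than to WT polyps, where the count was 5106, with 2338 between the KO libraries. Over 4-fold away from each of the other 3 libraries, which lay within 2-fold of one another, were 685 genes in WT polyps and 271 in KO polyps, 270 of the latter higher.

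The table of KO non-polyp tissue differs in format, and a different way of making it could set genes apart in that library alone. There were 7 such genes in KO non-polyp tissue and 6 in WT non-polyp tissue, a ratio of 1.17, which argues against a broad effect of that kind.

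Genes of the germinal centre, a list written after the B cell pattern was seen, had a median log2 ratio of 0.71 between KO polyps and KO non-polyp tissue, above 98.4% of random lists, with 3 of 8 genes higher and 4 of 8 at 1 TPM or more in WT non-polyp tissue. Between polyps of the 2 genotypes the median was 0.22 and the list did not stand apart.

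DNA of another strain that stayed linked to the altered Clec7a locus is a candidate explanation for genes that differed with genotype in the same direction in both tissues. Within 10 Mb of Clec7a, 10 of 240 genes did so (4.17%), against 260 of 19173 elsewhere (1.36%), a ratio of 3.07. Of 18345 windows of the same width around other genes, 0.436% reached that percentage of 4.17%. These windows overlap and are not independent. The ratio lay between the bounds set for and against, so the question stays open. The genes, named after their values were seen, were Apobec1, BC064078, Clec2j, Klra17, Lpar5, Usp18, Tulp3, Hist4h4, Gm44215 and Gm44216. Tulp3, Clec2j, Gm44216, Gm44215, BC064078 and Klra17 start between 128321161 and 129831154 on chromosome 6, a stretch that holds Clec7a. The other genes lie further away, and gene density was not taken into account. Per the paper's methods, the Clec7a−/− line was backcrossed for several generations before use. Usp18 is itself an interferon response gene, lower in KO mice in both tissues.

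Assembled loci on the mitochondrial chromosome took 2.14% of assembled TPM in WT non-polyp tissue, 0.638% in WT polyps and 0.898% in KO polyps. Ribosomal protein genes summed to 80136 TPM in WT non-polyp tissue, 98954 in WT polyps, 78909 in KO non-polyp tissue and 93842 in KO polyps. Predicted gene names took between 10.5% and 12.3% of the TPM in the 4 libraries.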
